A study of Homo sapiens with 12 samples. Its data were reported in "DOT1L inhibition reveals a distinct subset of enhancers dependent on H3K79 methylation" (2019).

How the data were processed

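ATAC-seq, which maps open chromatin by cutting and tagging it with a transposase, was measured in 12 samples of 2 human acute lymphoblastic leukaemia cell lines, SEM and RS4;11, both of which carry the MLL-AF4 fusion. Cells received EPZ-5676 (2 µM), an inhibitor of the H3K79 methyltransferase DOT1L, for 7 days, or the solvent DMSO. SEM cells gave 5 DMSO and 5 DOT1L-inhibited (DOT1Li) libraries, and RS4;11 cells gave 1 of each, so that the RS4;11 conditions have no replicate check and were not tested against each other.

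According to the study's methods, the authors mapped reads to hg19 (GRCh37) with Bowtie, trimmed or joined unmapped reads and mapped them again, and removed PCR duplicates and blacklisted regions. They called peaks with HOMER findPeaks in its transcription factor mode and compared SEM conditions with DiffBind and edgeR. The methods state no shift of reads to the transposase cut site, and they give a version for R but for none of the other tools named here. The deposited SEM table holds 65804 consensus peaks, of which 96.2% are 501 bp wide, and its signal columns hold the authors' normalized reads per peak and library. In all libraries, 100% of the deposited values were whole multiples of 1 step per library, so reads divided by 1 size factor give them, and whole reads were recovered. For DMSO replicate 5 the step lies close to 1, so its recovered total is less certain. The steps differed from those of TMM normalization, recomputed from the recovered reads, by between -0.340% and 0.483%. The mean columns that the authors deposited under a CPM name are log2 means of these normalized reads, not CPM, and the deposited log2 fold change is DMSO minus DOT1Li. All fold changes given here run the other way, so that negative values are lower after DOT1Li. The deposited p-value and FDR columns come from the authors' edgeR comparison. For RS4;11, the authors deposited 1 HOMER peak list per condition, called separately on each library. Per the file headers, these lists give a signal column scaled to a fixed number of tags, a findPeaks score that is an unscaled tag number, a fold ratio over the local background and a p-value against it.

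The planned test depended on the unit found, with edgeR for whole counts and limma for normalized values. Because the deposited values are normalized, limma 3.58.1 (lmFit and eBayes with an intensity trend, R 4.3.3) was applied to log2(value + 1) over all 65804 peaks without a block, with Benjamini-Hochberg FDR below 0.05. The study's methods state no block. A fold change on this scale understates the change of weak peaks. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives.

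Same-numbered DMSO and DOT1Li libraries were checked for pairing by correlating their deviations from the group means. All 5 correlations were above 0.1 (0.315 to 0.643), but differently numbered libraries of the same set gave 0.318 to 0.543. The correlations follow 2 library sets seen in the data, replicates 1 and 2 against replicates 3 to 5. Pairing by number within a set is not shown. DMSO 1 with DOT1Li 1 gave 0.643, but DMSO 2 with DOT1Li 2 gave 0.384, below both differently numbered pairs of that set (0.543 and 0.442). Within replicates 3 to 5, same-numbered libraries (0.315 to 0.395) were no closer than differently numbered ones (0.318 to 0.373), and libraries of different sets ranged from -0.536 to -0.346. The labels name no batch. The fit with the replicate number as a block was set beside the unblocked one in advance, and its values are given beside results that it changes.

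The limma steps were tested on simulated data for the SEM comparison, with 65804 peaks of which 200 were changed by 1 on the log2 scale. The fit without a block recovered 10% of them. With the replicate block, 75% were recovered and 1.32% of calls were false. With the library set as a term these shares were 75% and 2.60%. The simulated data held no accessibility or GC trend between the conditions. The false shares therefore do not cover calls that such trends may bring, and recovery with more than 200 changed peaks was not simulated. For the neighbour correlation, 65804 simulated independent peaks gave a rho of -0.00996, and peaks sharing a change with their neighbours gave 0.405. A peak not called without a block is therefore not shown to be unchanged.

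Gene bodies and transcription starts came from GENCODE release 44 lifted to GRCh37. A peak counted as genic when it overlapped a gene body by at least 1 bp. A locus was the gene body plus 10 kb on each side. Its value per library was the mean of log2(value + 1) over its peaks, and the conditions were compared by a two-sided exact permutation test over all 252 assignments, whose smallest p is 0.00794, with Benjamini-Hochberg adjustment over the 8 loci. Genic shares were compared by two-sided Fisher's exact tests, in which peaks are not independent replicates. The correlation of fold changes between adjacent peaks at most 10 kb apart was compared with 100 splits of the 10 libraries into 5 and 5. RS4;11 peaks were matched by an overlap of at least 1 bp, with Wilson 95% intervals that cover counting error only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used.

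The main tests, the listed alternatives and the rule for naming items were fixed before the data were examined. That rule names 8 loci, the 5 peaks per direction with the largest fold change among those with FDR below 0.05 whose DOT1Li values all lie beyond the DMSO values, and the 5 genes per direction whose bodies hold the most changed peaks. The alternatives listed then covered other normalizations, a filter on the weakest 25% of peaks, pseudocounts of 0.1 and 10, a GC correction, edgeR's likelihood ratio test and DESeq2, the replicate block, an FDR of 0.01, other locus limits, other overlap rules and, for the SEM peak counts and loci, leaving out each library in turn. Alternatives added after the data had been seen were edgeR's quasi-likelihood test with and without the block, the library set as a term, each set alone, total scaling, quantile normalization and GC correction each combined with the block, pairs of peaks over 50 kb apart, the genic shares, neighbour correlations and retention under other SEM fits and leave-outs, splits balanced over the sets, loci extended by 200 kb, permutation within the sets, matching on peak score, and smooth trends in mean accessibility and GC content removed from each library with and without the block.

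Recovered reads in peaks ranged from 3737393 to 8925743 per SEM library. Total read numbers of the SEM libraries are not in the table, so the share of reads in peaks is unknown for them. H3K79 methylation, H3K27 acetylation and transcription were not among the values used, and the study's own assignment of peaks to enhancers was not used, so peaks were not assigned to H3K79me2/3-marked enhancer elements (KEEs), and loci stand in for them. No SEM or RS4;11 library was left out of the main comparisons. In 40 groups of 5 libraries tested for a library far from the others (Dixon's test, critical value 0.71), 0 were found, where chance would mark about 5% of groups.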

Results

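ATAC-seq was performed in SEM cells after 7 days with DMSO (5 libraries) or the DOT1L inhibitor EPZ-5676 (DOT1Li, 5 libraries), and in RS4;11 cells with 1 library per condition. The SEM libraries held 4753859, 4864532, 6636324, 8925743 and 6156990 recovered reads in peaks for DMSO replicates 1 to 5 and 6182600, 3737393, 7685603, 7575074 and 5646196 for DOT1Li replicates 1 to 5. Spearman correlations between replicates ranged from 0.748 to 0.938 in DMSO and from 0.835 to 0.943 in DOT1Li. The first principal component carried 47.1% of the variance and set replicates 1 and 2 apart from replicates 3 to 5 in both conditions, and the second carried 17.3% and separated the conditions.

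**Figure D1:**
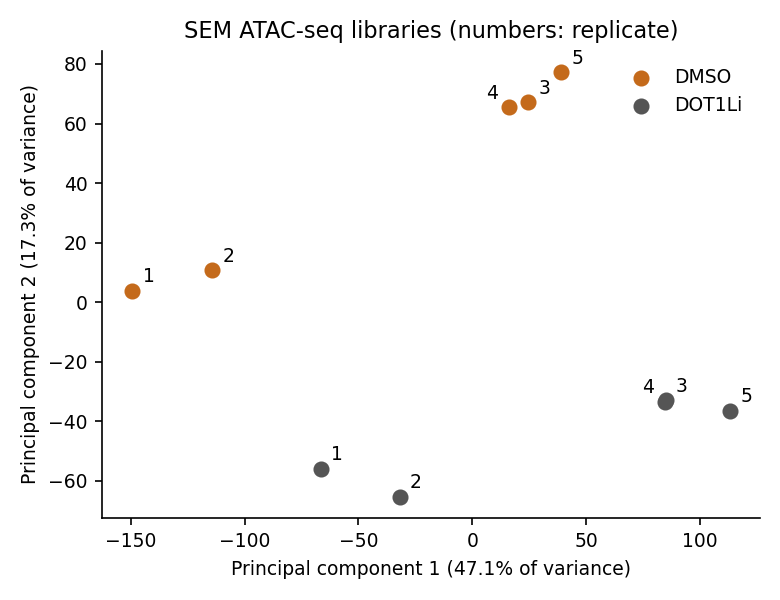
Principal components of log2 accessibility in the 10 SEM libraries, with each point a library, coloured by condition and numbered by replicate. Component 1 (47.1% of the variance) parts replicates 1 and 2 from replicates 3 to 5, and component 2 (17.3%) parts DMSO from DOT1Li.

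The first comparison asks which accessible regions of SEM cells change after DOT1Li. Of 65804 peaks, 2665 changed at an FDR below 0.05 in the limma fit without a block. Of these, 1487 peaks (2.26% of all) decreased and 1178 (1.79%) increased. Most peaks (96.0%) were not called. With the replicate block there were 17127 changed peaks, 8370 decreased and 8757 increased, and all 2665 unblocked calls were among them with 0 in the opposite direction. Within library sets, 1842 peaks changed in replicates 1 and 2 alone and 14286 in replicates 3 to 5 alone. The count also depended on single libraries, falling to 949 without DOT1Li replicate 4 and rising to 3780 without DOT1Li replicate 1. Decreased peaks made up 55.8% of calls, but 43.2% with median-centred values and 44.2% with quantile normalization, and 62.6% after scaling to the total over all peaks, so the balance of directions is not fixed by these data. The authors' deposited FDR is below 0.05 for 5123 peaks, 3237 of them lower and 1886 higher after DOT1Li, and these include all 2665.

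The study contrasts KEE genes with genes whose enhancers it treats as non-KEE or mixed. Accessibility, as the mean log2(normalized reads + 1) over the peaks of a locus, was lower after DOT1Li at 5 of 8 loci, adjusted over the list alone. At ARID1B (ENSG00000049618, chromosome 6, 157097154 to 157531913, 25 peaks) it was 6.20 ± 0.10 (SD, n = 5) in DMSO and 5.31 ± 0.10 in DOT1Li, a log2 difference of -0.89. CDK6 (ENSG00000105810, chromosome 7, 92234235 to 92465887, 24 peaks) went from 5.81 ± 0.10 to 4.97 ± 0.16, a difference of -0.85. BCL11A (ENSG00000119866, chromosome 2, 60677655 to 60781602, 10 peaks) went from 6.59 ± 0.05 to 6.08 ± 0.08, a difference of -0.51. JMJD1C (ENSG00000171988, chromosome 10, 64926981 to 65281610, 24 peaks) went from 5.75 ± 0.07 to 5.40 ± 0.09, a difference of -0.34. BCL2 (ENSG00000171791, chromosome 18, 60790579 to 60987361, 17 peaks), one of the other genes, went from 5.71 ± 0.05 to 5.25 ± 0.10, a difference of -0.46. At these 5 loci the groups did not overlap, accessibility was lower in 5 of 5 same-numbered pairs, and the adjusted exact permutation p was 0.0127 (unadjusted 0.00794, the smallest that the exact test can give). With accessibility and GC trends removed from each library, JMJD1C was no longer past the threshold (difference -0.21, adjusted exact permutation p 0.299), and with 200 kb on each side BCL11A was not (-0.12, adjusted exact permutation p 0.381).

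The remaining 3 loci were not past the threshold. FOXO3 (ENSG00000118689, chromosome 6, 108881038 to 109005977, 5 peaks) was higher after DOT1Li by 0.28, in 5 of 5 pairs (adjusted exact permutation p 0.0529). Permuting within the library sets gave an adjusted exact permutation p of 0.0222 for FOXO3, leaving out DMSO replicate 5 gave 0.0212, and leaving out peaks near transcription starts gave 0.0454. The other alternatives tested did not take FOXO3 past the threshold. Its adjusted exact permutation p was 0.227 with the gene body alone (difference 0.19) and 0.651 with 200 kb flanks (0.037). With both trends removed (0.20) it was 0.0635, or 0.0667 within the sets. SPI1 (ENSG00000066336, chromosome 11, 47376411 to 47400098, 3 peaks) differed by -0.25 (adjusted exact permutation p 0.0907) and was lower in 3 of 5 pairs. It passed the threshold with peaks near transcription starts left out (-0.59, 2 peaks, adjusted exact permutation p 0.0212), and with total scaling (-0.32), without DMSO replicate 3 (-0.32) or without DOT1Li replicate 4 (-0.31), each with an adjusted exact permutation p of 0.0423. With 50 kb flanks (0.14) or summed accessibility (0.21) the difference had the opposite sign. LMO4 (ENSG00000143013, chromosome 1, 87794563 to 87814606, 2 peaks) differed by 0.09 (adjusted exact permutation p 0.397), with a sign that changed between alternatives. The enhancer that the study assigns to LMO4 is distal, so the 10 kb flanks need not include it. Whether KEE genes as a group differ from the other genes was not tested.

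**Figure D2:**
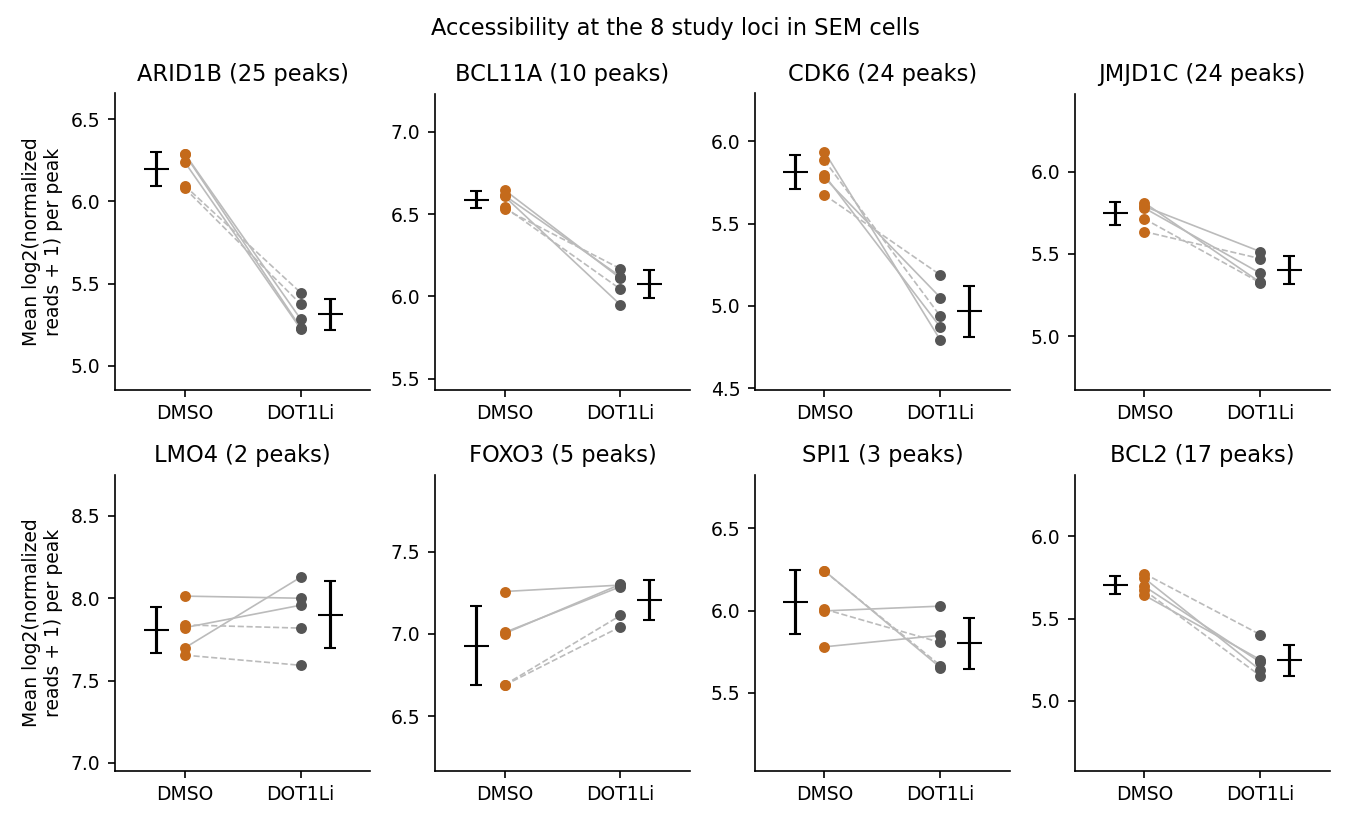
Mean log2(normalized reads + 1) per peak at the 8 loci, with each point a library, lines joining same-numbered libraries (dashed for replicates 1 and 2), and the black mark and bar giving mean and SD of 5 libraries. Every panel spans the same log2 range, and the conditions do not overlap at ARID1B, BCL11A, CDK6, JMJD1C and BCL2.

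Single peaks at these loci were called in the same fit. In the ARID1B region 14 peaks decreased and 0 increased, in BCL11A 4 and 0, in CDK6 8 and 1, in JMJD1C 3 and 0, and in BCL2 4 and 0. LMO4, FOXO3 and SPI1 had 0 called peaks, against 0, 1 and 2 at an unadjusted limma p under 0.05. With the replicate block the decreased peaks numbered 18, 7, 14, 10 and 5 at these 5 loci in the same order, with 2 increased at ARID1B and 1 at CDK6, and FOXO3 had 3 increased peaks, LMO4 1 increased, and SPI1 1 decreased and 1 increased. In ARID1B most decreased peaks lay near the 5′ end of the gene.

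**Figure D3:**
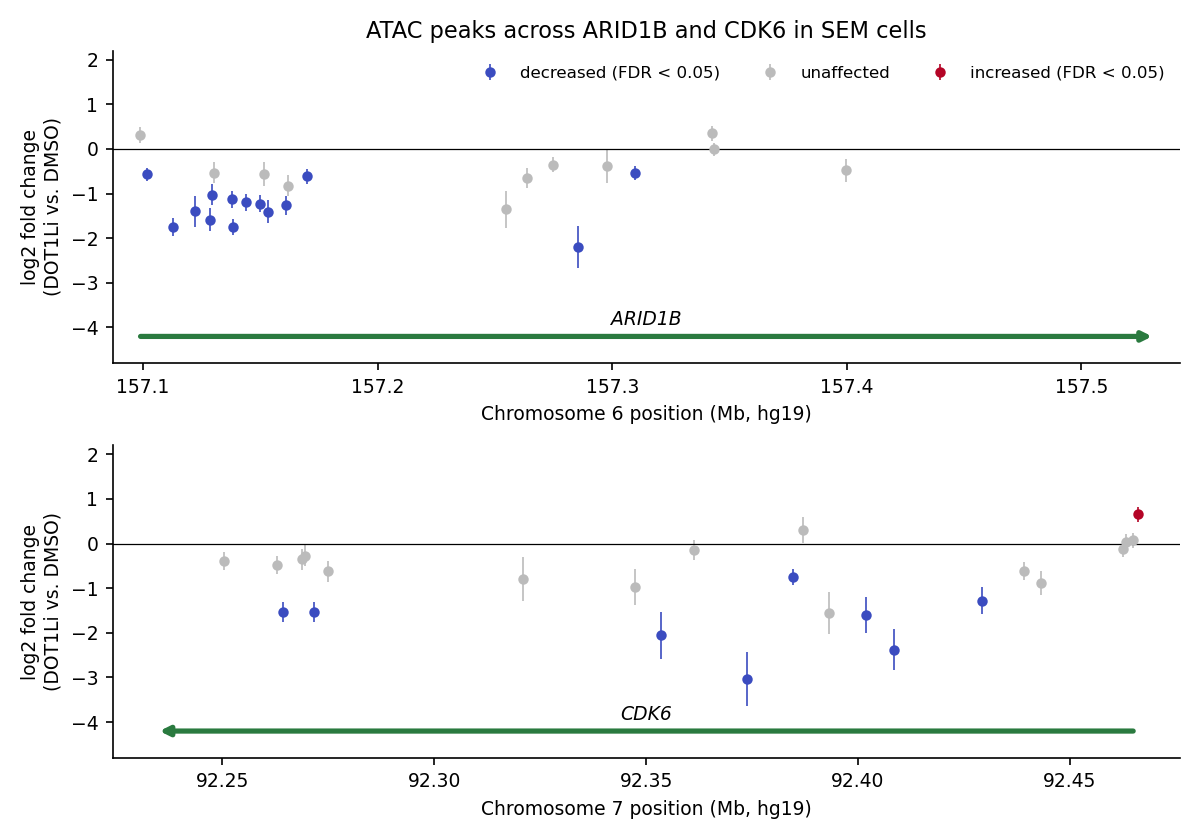
Log2 fold change (DOT1Li against DMSO, bars give the limma standard error) of each peak along ARID1B and CDK6 on hg19, with green arrows marking the gene bodies in the direction of transcription. Of the peaks drawn, 14 at ARID1B and 8 at CDK6 decreased (blue), and 1 at CDK6, near its transcription start, increased (red).

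Of all 65804 peaks, 4277 had DOT1Li values that did not overlap the DMSO values, a separation that chance gives in 0.794% of peaks. Among called peaks 2200 (82.6%) showed it, a share that their selection on the same libraries raises. The decreased peak with the largest change among these lay in a CDK6 intron (chromosome 7, 92373447 to 92373947), with 30.5 ± 7.61 normalized reads in DMSO and 3.84 ± 3.99 in DOT1Li (log2 fold change -3.04, SE 0.60, limma adjusted p 0.0121). The next were in a MYO10 UTR (chromosome 5, 16916546 to 16917046, -2.72), a JARID2 intron (chromosome 6, 15418018 to 15418518, -2.54), an MBNL1 intron (chromosome 3, 152070284 to 152070784, -2.51) and between genes (chromosome 8, 29917143 to 29917643, -2.48). The increased peak with the largest change was in a PHEX intron (chromosome X, 22422382 to 22422882), at 8.17 ± 6.91 in DMSO and 43.1 ± 5.47 in DOT1Li (log2 fold change 2.67, SE 0.52, limma adjusted p 0.0107). It was followed by peaks between genes on chromosome 18 (32968900 to 32969400, 2.36) and chromosome 6 (364754 to 365254, 2.26), in a CHST3 intron (chromosome 10, 73759535 to 73760035, 2.23) and in a DBNL intron (chromosome 7, 44086238 to 44086738, 2.16). The DBNL peak (limma adjusted p 0.0452) lost its call in 8 of the 10 fits that each left out 1 library, with a highest limma adjusted p of 0.132 without DOT1Li replicate 4. The MYO10 peak (limma adjusted p 0.0281) lost its call in 6 of these 10, up to 0.0957 without DMSO replicate 4. The chromosome 8 peak lost its call without DMSO replicate 4 (limma adjusted p 0.0563) or 5 (0.0567), and the chromosome 18 peak without DOT1Li replicate 3 (0.0626) or 4 (0.0537). With accessibility and GC trends removed and no block, the MYO10 (limma adjusted p 0.0893), JARID2 (0.0878) and MBNL1 (0.0504) peaks lost their calls, and the DBNL peak did so with total scaling (0.0541) or a pseudocount of 0.1 (0.0548). In replicates 1 and 2 alone, the CDK6, MYO10, JARID2, chromosome 8, PHEX, chromosome 6 and CHST3 peaks were not called (limma adjusted p from 0.0603 to 0.179). The filter on the weakest peaks removed all of the named peaks except the increased ones on chromosome 6 and in CHST3.

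By gene body, ARID1B held the most decreased peaks (14 of its 25), followed by CDK6 (8 of 24), GNAQ (7 of 19) and MEF2C (5 of 22), with BCL11A, BCL2, RDX, RUNX1 and ZCCHC7 tied at 4. MSI2 held the most increased peaks (9 of 33), followed by GSE1 (7 of 40), IQSEC1 (6 of 34) and SEMA4B (4 of 7), with 26 genes tied at 3. With the replicate block the order of these genes changed, to 23 increased peaks in GSE1, 12 in MSI2, 9 in IQSEC1 and 4 in SEMA4B, and to 18 decreased peaks in ARID1B, 14 in CDK6, 12 in MEF2C, 11 each in GNAQ and RUNX1, 10 in ZCCHC7, 6 each in BCL11A and RDX, and 5 in BCL2. Longer genes hold more peaks, and these counts were not adjusted for it.

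Because H3K79 methylation lies in gene bodies, the location of changed peaks was compared with that of unaffected ones. Of decreased peaks 71.7% lay in a gene, against 72.8% of unaffected peaks (Fisher's exact p 0.346), and of increased peaks 67.4% did (Fisher's exact p 5.57e-05). Peaks within 1 kb of a transcription start made up 12.4% of decreased, 31.4% of unaffected and 20.1% of increased peaks. With the replicate block these shares were 12.2%, 29.7% and 54.6%, which turns the increased peaks from fewer to more near starts, and with accessibility and GC trends removed as well they were 28.4%, 32.02% and 20.4%. With peaks near starts left out, the genic share was 68.2% for decreased and 62.2% for unaffected peaks (Fisher's exact p 8.79e-06), and 61.1% for increased peaks (Fisher's exact p 0.497). The replicate block turned the increased result round, with 81.5% of increased against 71.9% of unaffected peaks in genes, and put decreased peaks at 68.1%. With accessibility and GC trends removed as well, the increased share was again the lower one, at 69.3% against 72.7% (Fisher's exact p 2.04e-07). Away from starts, the block gave 63.4% of increased against 61.8% of unaffected peaks (Fisher's exact p 0.0532), and 64.4% of decreased peaks (Fisher's exact p 2.63e-05), an excess of 2.61 percentage points compared with 6.01 without the block. Without DOT1Li replicate 1, the decreased share was lower than the unaffected one by more (-3.26 percentage points, Fisher's exact p 0.000685) and the increased difference was not past the threshold (-1.93 points, Fisher's exact p 0.0996).

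Whether neighbouring regions change together was asked by correlating log2 fold changes of 23355 pairs of adjacent peaks at most 10 kb apart. Spearman's rho across peaks, which are not independent replicates, was 0.323. Of 100 splits of the libraries into 5 and 5, 41 gave a rho as large, the real one included, so the correlation did not stand out from groupings drawn without regard to the library sets. Of 60 splits balanced over the sets, a comparison chosen after the sets had been seen, 1 (the real one) reached 0.323 and the next gave 0.295, so the call depends on which splits are compared. Within library sets rho was 0.289 in replicates 1 and 2 and 0.268 in replicates 3 to 5.

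In RS4;11, the DMSO library gave 33541 peaks from 12581350.5 tags, with 7.86% of tags in peaks, and the DOT1Li library 39569 peaks from 17565275 tags, with 7.46% in peaks. The lists shared 28260 peaks, which is 84.3% of the DMSO list (Wilson 95% interval 83.9 to 84.6) and 71.4% of the DOT1Li list (71.0 to 71.9). Requiring an overlap of 50% of each peak gave 72.7% and 61.6%, and comparing the 16770 top-scoring peaks of each list gave 82.8% for both. DMSO peaks not found in DOT1Li had a median findPeaks score of 12.5, against 23.0 for those found. The DOT1Li library is deeper, so a peak listed only there need not have gained accessibility.

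The last comparison asks whether regions that lose accessibility in SEM cells also lose a called peak in RS4;11 cells. Of RS4;11 DMSO peaks at SEM decreased peaks, 297 of 430 (69.1%, Wilson 95% interval 64.5 to 73.3) were found again in the DOT1Li list, compared with 87.0% (86.7 to 87.4) at unaffected and 93.0% (91.1 to 94.6) at increased peaks. With SEM calls from the replicate block the share at decreased peaks was 78.5%. In the top-scoring part of the DMSO list (the 16770 highest scores) the shares were 94.8% of 135 decreased (89.7 to 97.5) and 94.4% of unaffected peaks. No deficit was seen there, though the interval leaves room for a small one. In the rest the shares were 57.3% of 295 decreased (51.6 to 62.8) and 78.6% of unaffected peaks. In the other direction, DOT1Li peaks at SEM decreased peaks were found in the DMSO list in 80.9% of cases, against 75.8% at unaffected peaks. At SEM increased peaks the share was 79.7% (77.0 to 82.1). With calls from the replicate block the decreased and unaffected shares were 74.5% (72.9 to 76.0) and 72.8% (72.3 to 73.4), with intervals that overlap. The increased share was then 86.5% (85.7 to 87.2). At single loci the lists held 6 DMSO and 4 DOT1Li peaks at ARID1B, 17 and 13 at CDK6, 3 and 3 at BCL11A, 8 and 9 at JMJD1C, 7 and 5 at BCL2, 5 and 6 at FOXO3, 2 and 2 at SPI1, and 2 and 2 at LMO4.

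**Figure D4:**
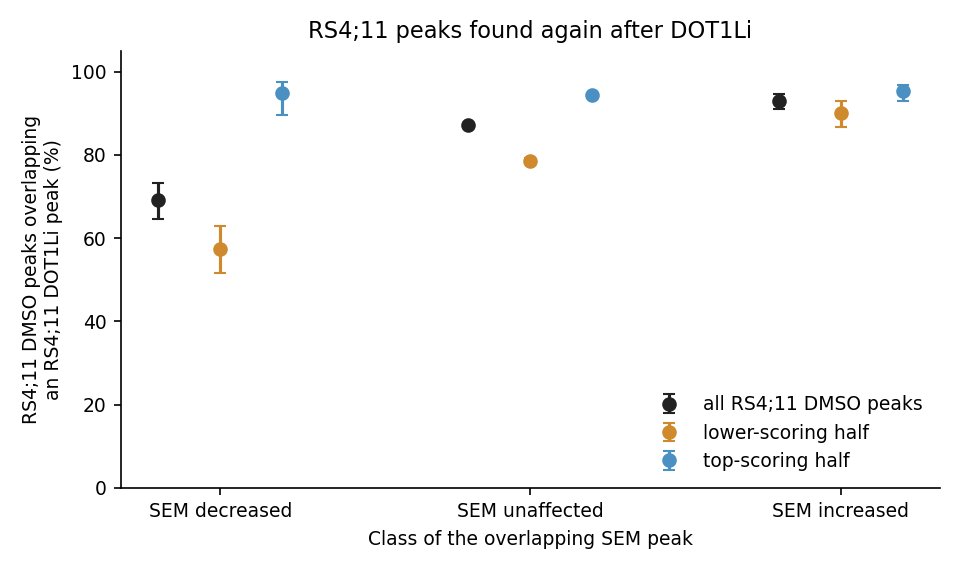
Percent of RS4;11 DMSO peaks that overlap an RS4;11 DOT1Li peak, by the class of the SEM peak they overlap, for all peaks and for the higher-scoring and lower-scoring parts of the DMSO list, with Wilson 95% intervals for counting error. The share at SEM decreased peaks is 69.1% over all peaks, 57.3% among lower scores and 94.8% among higher scores.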

Values the study reported

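The study relates accessibility to transcription at peaks that closed after DOT1L inhibition. Among decreased ATAC peaks inside KEEs, 73% went with lower transcription of the associated gene, and among those at non-KEEs 21% did.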

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

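Alternatives chosen after the data had been seen were edgeR's quasi-likelihood test, the library set as a term, each set alone, all combinations with the block other than the block itself, removal of the accessibility trend, balanced splits, the 200 kb locus, permutation within sets, score matching, pairs over 50 kb apart, and the genic shares, neighbour correlations and retention shares under other SEM fits and leave-outs. No cause was tested for the changes below unless one is named.

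For changed, decreased and increased SEM peaks (2665, 1487 and 1178), the replicate block gave 17127, 8370 and 8757, the set term 17185, 8422 and 8763, and edgeR's quasi-likelihood test with the block 17798, 8861 and 8937. Combined with the block, scaling to the total gave 16017, 10085 and 5932, quantile normalization 10529, 5337 and 5192, GC correction 12178, 5580 and 6598, removal of the accessibility trend 11727, 6435 and 5292, and of both trends 11543, 6438 and 5105. Without a block, the GC correction gave 4293 changed and 2270 increased peaks, both trends removed 1952 increased, edgeR's likelihood ratio test 4840, 2864 and 1976, and DESeq2 5003, 2659 and 2344. An FDR of 0.01 left 477, 225 and 2.5e+02 (the last rounded), median-centring 905 decreased, replicates 1 and 2 alone 753 increased, and replicates 3 to 5 alone 14286, 6765 and 7521. The smaller residual spread with the block (0.268 against 0.379, median SD on the log2 scale) comes with the higher counts. edgeR's quasi-likelihood test without a block (2725) stayed within 1.5 times the count. Leaving out 1 library at a time gave 949 to 3780 changed, 539 to 2286 decreased and 410 to 1494 increased peaks. With the block, the range was 11662 to 15307 changed. The count fell by over 1.5 times without DMSO replicate 3 (1469) or 4 (1147), DMSO replicate 5 (1641), or DOT1Li replicate 3 (1008), 4 (949) or 5 (1092).

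The number of lower loci (5) stayed between 4 and 6 over all alternatives and between 5 and 6 over leave-outs. An exact sign-flip test over the replicate pairs cannot pass the threshold at single loci, since 5 pairs allow no p under 0.0625. This limit holds for that test only. LMO4 changed sign with the gene body alone (-0.074), 50 kb flanks (-0.011), peaks near transcription starts left out (-0.074), both trends removed (-0.11, under either permutation) and replicates 1 and 2 alone (-0.040). SPI1 changed sign with 50 kb flanks (0.14), summed accessibility (0.21) and 200 kb flanks (0.040). Besides these 9 reversals, 2 locus results were weaker, 7 stronger and 3 moved between the sets, 135 kept direction and side of the threshold, and 20 from the replicate block or a single set kept direction with no test. Of the named peaks, 30 results were weaker, 18 of them on leaving out a library, and 272 were unchanged in direction and call. These counts leave out the named peaks that the filter on the weakest peaks removed. Only the increased peaks on chromosome 6 and in CHST3 passed that filter, and both kept their calls. The size of a change at weak peaks depended on the pseudocount. For the CDK6 peak it was -3.53 with a pseudocount of 0.1 and -1.57 with 10, with the call kept.

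The genic excess of decreased peaks (-1.09 points) reversed with peaks near starts left out (6.01), an FDR of 0.01 (3.33), both trends removed with the block (1.91), total scaling (1.59) and GC correction (0.35), and passed the threshold with the replicate block (-3.80). It ranged from -3.26 to 3.04 over leave-outs. The increased difference (-5.38) reversed with the replicate block (9.65) and replicates 3 to 5 alone (8.72), and was weaker with peaks near starts left out (-1.11) and GC correction with the block (-0.18). With both trends removed and the block it kept its direction (-3.43, Fisher's exact p 2.04e-07). It ranged from -6.62 to -1.93 over leave-outs.

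The Spearman correlation of log2 fold changes between neighbouring peaks stayed below the threshold against any splits, from 0.257 to 0.384 over leave-outs. Against 60 splits balanced over the library sets, rho stood out at 0.323, at most 2 kb apart (0.410), with total scaling (0.322), quantile normalization (0.309), GC correction (0.265) and both trends removed (0.280), but not for pairs 10 to 50 kb (0.229) or over 50 kb apart (0.221, or 0.115 with both trends removed). That holds only in part when a library is left out. In 6 of 10 such fits, 5% or more of the balanced splits were as large (up to 13 of 60, without DMSO replicate 2, rho 0.273). With the set as a term, a version added after those 10 had been seen, rho was 0.289 to 0.332 and at most 2 of 60 splits were as large.

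In RS4;11, an overlap of 50% of each peak gave shared shares of 72.7% and 61.6%, and equal numbers of top-scoring peaks 82.8% of both lists. Retention at SEM decreased, unaffected and increased peaks became 58.8%, 75.7% and 74.2% with the 50% overlap and 94.8%, 94.4% and 95.3% in the top-scoring part, where nearly all peaks are found again. An FDR of 0.01 gave 59.0% at decreased peaks. The unaffected share was 84.2% when matched on SEM accessibility and 83.4% when matched on score. The replicate block gave 78.5% at decreased and 86.0% at unaffected peaks, both trends removed with the block 82.8% at decreased, 87.1% at unaffected and 90.9% at increased, and replicates 3 to 5 alone 76.5% and 86.2% at decreased and unaffected. Leave-outs gave 64.0% to 72.7%, 87.0% to 87.1% and 92.4% to 93.9%. With 1 library per condition, depth and condition are not separable in RS4;11.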

Other observations

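Tests chosen only after their results or related ones had been seen were the blocked fit against other splits and against accessibility and GC trends, the unblocked calls and the calls made only with the block against these trends, the 3-locus, JMJD1C and within-set versions of the trend test at loci, the neighbour correlation against any splits (a comparison fixed in advance but run after the balanced one) and its trend test, the equal-depth test of the library sets, and the depth test of the read share. The thresholds of these tests were therefore set with the data in view.

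SEM replicates 1 and 2 stand apart from replicates 3 to 5 in both conditions. Their totals of reads in peaks overlap through 1 library, DOT1Li replicate 1, which decides nothing about sequencing depth. The number of reads in peaks is argued against by an equal-depth test. With every library thinned at random to 3737393 reads in peaks, the sets stayed apart on the first principal component in 20 of 20 draws. The gap was at least 49.6 in the component's score (48.2 before thinning). Total read numbers are unknown, so total depth was not equalized. A difference in enrichment of accessible DNA over background is in line with the values. The share of reads in the strongest 10% of peaks was at most 36.3% in replicates 1 and 2 and at least 39.8% in replicates 3 to 5, a gap of 3.46 percentage points. GC content accounts for 35.6% of the variance of the set difference, which neither excludes nor establishes it. The labels give no batch, so no biological explanation was tested.

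The unblocked count of 2665 peaks was reached by 3 of 100 splits of the libraries, the real one included. Both other splits follow the library sets, with 4 replicate 1 and 2 libraries on one side, and they gave 15185 and 3456 peaks. With the set as a term, 1 of 60 balanced splits reached the real count of 17185, and the next gave 340. With the replicate block, 1 of 16 splits reached 17127 and the others gave 0, but 16 splits cannot give a share under 0.05, so this design leaves it open.

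Part of what the block adds may come from trends shared by many peaks. Fold changes rose with mean accessibility (Spearman's rho 0.353 across peaks) and with GC content (0.363). Once smooth trends in both were removed from each library, 85.2% of the unblocked calls were still made in the same direction without a block. Only about as many blocked calls were kept as lost. Of 17127, 52.4% were kept, just over the 50% set after the counts had been seen, and of the 14462 calls made only with the block 43.7% were kept, which falls under it. So trends are not the whole source of the blocked calls but are a candidate source for much of what the block adds. The loss was largest for increased peaks within 1 kb of a transcription start, of which 19.5% of 4783 were kept, against 59.3% of all decreased peaks. Removing such a trend would also remove a real change that follows accessibility, and the data do not separate these.

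The strongest 10% of peaks took a larger share of reads in DOT1Li than in the same-numbered DMSO library in 5 of 5 pairs, by 3.02 to 3.81 percentage points. The exact permutation p was 0.262 over all assignments and 0.0167 within the library sets, which is the smallest that test allows. Depth, as reads in peaks, is argued against, since the DOT1Li library was the deeper one in 2 of 5 pairs. A difference in enrichment between preparations and an effect of the inhibitor both remain open.

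The lower accessibility at KEE gene loci was set against the same trends. Over all assignments, 3 of the 4 loci stayed past the threshold with trends removed, with a highest adjusted exact permutation p of 0.0317 for ARID1B, BCL11A and CDK6. JMJD1C did not (adjusted exact permutation p 0.299), so at that locus the trends cannot be told apart from a local change, because assignments that unbalance the library sets give differences as large. Permuting within the sets, a test picked after that result, kept 4 of 4 loci, each with an adjusted exact permutation p of 0.0267. The first test uses the permutation that was set out in advance. For ARID1B, BCL11A and CDK6 a local effect of DOT1Li is a hypothesis that these trends do not account for. BCL2, which the study treats as having a mixed enhancer, fell by 0.46 at the locus. At the BCL2 enhancer region itself, the study reports unchanged ATAC signal in both cell lines. The fall may reflect intragenic peaks other than that enhancer, which was not tested. Peaks nearest the 3′ end of the gene (-0.075, -0.17 and -0.25) were not called with or without the block. The 4 called peaks lay further inside the gene. With trends removed the BCL2 locus kept its call (-0.38).

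It was predicted that decreased peaks would lie in genes more often than unaffected ones. Over all peaks that excess was absent. Away from transcription starts it was present (6.01 percentage points, and 2.61 with the replicate block), and for the unblocked calls mean accessibility and GC content are argued against as its source, since against unaffected peaks matched on both it was 5.52 percentage points, with 0 of 1000 draws at or below 0. The excess could reflect gene-body chromatin, but H3K79 methylation was not measured in these files.

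Adjacent peaks changed alike with a rho of 0.323, yet 41 of 100 splits gave as much. All 40 other such splits had the library sets unbalanced, so the difference between sets, which itself runs along neighbouring peaks, is a candidate source of their values. Against 60 splits balanced over the sets, 1 reached the real value and the next was 0.295, and with both trends removed rho was 0.280. This second comparison was adopted once the sets had been seen, and it did not hold in 6 of the 10 leave-outs with plain differences of means, in which the sets are unequal between the conditions. With the set as a term, added after those had been seen, at most 2 of 60 splits were as large in any of the 10. Joint change of neighbours remains a hypothesis, since the comparisons that support it were chosen with the sets in view.

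RS4;11 peaks at SEM decreased regions were found again less often. Peak strength alone is argued against, because the deficit was -14.3 percentage points against unaffected-class peaks matched on score. That test used the unblocked calls. The deficit was smaller with calls from the replicate block, at 78.5% against 86.0% of unaffected peaks, and with both trends removed as well, at 82.8% against 87.1%, and neither was matched on score. The deficit was seen in the lower-scoring part of the list, at 57.3% against 78.6% of unaffected peaks. In the top-scoring part nearly all peaks of each class were found again (94.8% against 94.4%). A shared loss in both lines could give this, but with 1 library per condition a difference between the 2 preparations may give the same picture. A shared gain was neither seen nor excluded. DOT1Li peaks at SEM increased peaks were found in the DMSO list in 79.7% of cases, against 75.8% at unaffected peaks. A shared gain would make them less often found, but these shares were not matched on score. DOT1Li peaks found in the DMSO list had a median findPeaks score of 29, against 14 for those not found. At SEM increased peaks the median score was 22.5 in the DMSO list and 31 in the DOT1Li list. At unaffected peaks it was 22.5 and 24.5. These scores are not scaled for depth.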
